# Extracellular Vesicles in Luminal Fluid of the Ovine Uterus

**DOI:** 10.1371/journal.pone.0090913

**Published:** 2014-03-10

**Authors:** Gregory Burns, Kelsey Brooks, Mark Wildung, Raphatphorn Navakanitworakul, Lane K. Christenson, Thomas E. Spencer

## Abstract

Microvesicles and exosomes are nanoparticles released from cells and can contain small RNAs, mRNA and proteins that affect cells at distant sites. In sheep, endogenous beta retroviruses (enJSRVs) are expressed in the endometrial epithelia of the uterus and can be transferred to the conceptus trophectoderm. One potential mechanism of enJSRVs transfer from the uterus to the conceptus is via exosomes/microvesicles. Therefore, studies were conducted to evaluate exosomes in the uterine luminal fluid (ULF) of sheep. Exosomes/microvesicles (hereafter referred to as extracellular vesicles) were isolated from the ULF of day 14 cyclic and pregnant ewes using ExoQuick-TC. Transmission electron microscopy and nanoparticle tracking analysis found the isolates contained vesicles that ranged from 50 to 200 nm in diameter. The isolated extracellular vesicles were positive for two common markers of exosomes (CD63 and HSP70) by Western blot analysis. Proteins in the extracellular vesicles were determined by mass spectrometry and Western blot analysis. Extracellular vesicle RNA was analyzed for small RNAs by sequencing and enJSRVs RNA by RT-PCR. The ULF extracellular vesicles contained a large number of small RNAs and miRNAs including 81 conserved mature miRNAs. Cyclic and pregnant ULF extracellular vesicles contained enJSRVs *env* and *gag* RNAs that could be delivered to heterologous cells *in vitro*. These studies support the hypothesis that ULF extracellular vesicles can deliver enJSRVs RNA to the conceptus, which is important as enJSRVs regulate conceptus trophectoderm development. Importantly, these studies support the idea that extracellular vesicles containing select miRNAs, RNAs and proteins are present in the ULF and likely have a biological role in conceptus-endometrial interactions important for the establishment and maintenance of pregnancy.

## Introduction

Establishment of pregnancy in domestic ruminants (i.e., sheep, cattle, goats) begins at the conceptus stage and includes pregnancy recognition signaling, implantation, and placentation [1]–[4]. In sheep, the morula-stage embryo enters the uterus on day 4 to 6 post-mating and continues development to a blastocyst. After hatching from the zona pellucida (day 8), the blastocyst slowly grows into a tubular or ovoid form referred to as a conceptus (i.e., embryo/fetus and associated extraembryonic membranes). Elongation of the ovoid (∼5–10 mm) conceptus begins on day 12. By day 16, the filamentous conceptus (10 to 15 cm) occupies the entire length of the uterine horn ipsilateral to the corpus luteum, thus preventing luteolysis and signaling maternal recognition of pregnancy. Although blastocysts can develop entirely *in vitro*, they must be transferred into a receptive uterus for growth and development into an elongated conceptus [5]. The endometrium of the uterus secretes substances, collectively termed histotroph, that govern growth and elongation of the conceptus via effects on trophectoderm proliferation and migration as well as attachment and adhesion to the endometrial luminal epithelium (LE) [1], [6], [7]. Histotroph is derived primarily from transport and/or synthesis and secretion of substances by the endometrial LE and glandular epithelia (GE) and is a complex and rather undefined mixture of proteins, lipids, amino acids, sugars and ions [8], [9]. The recurrent early pregnancy loss observed in uterine gland knockout (UGKO) ewes established the importance of uterine epithelial-derived histotroph for support of conceptus elongation and implantation [10]. Emerging evidence indicates that the endometrium and trophoblast of the placenta also release exosomes/microvesicles that are critical components of uterine luminal fluid (ULF) involved in conceptus-endometrial interactions during early pregnancy [11], [12].

Exosomes and microvesicles provide an alternative mode of cell-cell communication [13],[14]. They are preformed, membrane-covered nanovesicles (30–150 nm) of endocytic origin secreted by most cell types *in vitro*, including extravillous and villous human trophoblast cells, primary trophoblast from term human placenta, and ovine endometrial GE cells [11],[12],[15]–[19]. Extracellular vesicles have also been identified in many different bodily fluids including amniotic fluid, urine, and blood [13] as well as human ULF [11]. Exosomes have surface receptors/ligands of the original cells and thus the potential to selectively interact with specific target cells [20]. They contain numerous lipids and proteins as well as mRNAs and miRNAs [14], [21], [22]. Indeed, exosomes can horizontally transfer mRNAs to other cells, which can then be translated into functional proteins in the new location [14], [22], [23]. Similarly, miRNAs can be transferred via exosomes and regulate gene expression in recipient cells [22], [24]–[26]. For instance, microvesicles can elicit biological effects, such as increased cell migration [27], that is important for conceptus elongation in ruminants.

Endogenous retroviruses (ERVs) are present in the genome of all vertebrates and are transmitted in a Mendelian fashion [28]. Domestic sheep harbor at least 27 copies of ERVs in their genome, termed enJSRVs, because they are highly related to the exogenous and pathogenic Jaagsiekte sheep retrovirus (JSRV) [29], [30]. Many of the enJSRVs have an intact reading frame for the full-length envelope (*env*) gene, and several are completely intact for all genes and produce viral particles. The enJSRVs Env is essential for conceptus elongation in sheep, as conceptuses lacking enJSRVs Env did not elongate due to defective trophectoderm cell proliferation [31]. Of relevance to this study, we recently found that enJSRVs are transmitted from the sheep uterus to the conceptus trophectoderm using a trans-species embryo transfer model [32]. In that study, the transmission of enJSRVs was hypothesized to occur via the endometrium shedding enJSRV virus particles that entered the conceptus via cell surface receptors. Alternatively, enJSRVs could be delivered from the endometrium to conceptus trophectoderm via extracellular vesicles. Therefore, the present studies tested the hypothesis that extracellular vesicles are present in ULF and contain specific RNAs (enJSRVs RNA, mRNA, and miRNA) and proteins that may be utilized for communication between the endometrium and conceptus.

## Materials and Methods

### Animals

Mature Rambouillet female ewes (*Ovis aries*) were checked daily for the onset of estrus (designated as day 0) using a vasectomized ram. Ewes assigned to collection for pregnancy tissues were bred using an intact ram of proven fertility at estrus (day 0 = mating). The Institutional Animal Care and Use Committee of Washington State University approved all experimental and surgical procedures.

### Extracellular Vesicle Isolation

Uterine luminal fluid (ULF) was obtained from day 14 cyclic (C) or pregnant (P) ewes (n = 4–8 per status). Briefly, uteri were removed at necropsy, and the lumen was gently flushed with 20 ml sterile PBS (pH 7.2). The ULF was clarified by centrifugation at 21,000× *g* for 15 minutes and filtered through a 0.2 µm nylon filter. Extracellular vesicles were isolated from ULF by adding 200 µl ExoQuick-TC (System Biosciences, Cupertino, CA) precipitation solution to one ml of filtered ULF. The ULF with ExoQuick-TC was incubated overnight at 4°C and then centrifuged (1,500× *g* at 4°C for 30 min) to pellet the extracellular vesicles. The pellets were suspended in PBS or mammalian protein extraction reagent (M-PER, Thermo Scientific, Rockford, IL) containing HALT protease inhibitor cocktail (Thermo Scientific).

### Transmission Electron Microscopy

Extracellular vesicles, isolated from ULF and suspended in PBS (pH 7.2), were pipetted (5 µl) onto formvar-coated copper grids (FF200-Cu, Electron Microscopy Sciences, Hatfield, PA) and allowed to settle for 20 minutes at room temperature. Excess PBS was removed by wicking with filter paper before fixation using a 2% paraformaldehyde, 2% glutaraldehyde, and 0.05 M phosphate solution for 2 minutes. Grids were washed 3 times with distilled water prior to application of 1% phosphotungstic acid (PTA) counterstain for 1 minute. Excess liquid was removed by wicking with filter paper, and the grids were allowed to dry overnight at room temperature. Grids were analyzed using a Technai G2 20 transmission electron microscope (FEI, Hillsboro, OR).

### Nanoparticle Tracking Analysis

Nanoparticle tracking analysis of extracellular vesicles, isolated from ULF and suspended in PBS+0.1% BSA (pH 7.2), was performed using a NanoSight LM10-HS (NanoSight Ltd., Amesbury, UK) instrument calibrated with 50 nm polystyrene beads (Polysciences, Warrington, PA). Particle suspensions were diluted with PBS to attain a concentration of 1–8×10^8^ particles per milliliter for analysis. Videos were recorded for 60 seconds during which the nanoparticle tracking analysis software (NanoSight Ltd., Amesbury, UK) tracked each visible particle. The Stokes-Einstein equation was employed to determine the size distribution and number of particles (concentration) within the sample.

### Western Blot Analysis

Extracellular vesicle isolates were suspended in 40 µl of M-PER (Thermo Scientific) with HALT protease inhibitor cocktail (Thermo Scientific) for 15 minutes on a tube rotator at room temperature. Protein concentration was determined by A_280_ measurements using a NanoDrop 2000 (Thermo Scientific). Lysates were then mixed with Laemmli sample buffer (31.5 mM Tris-HCl, pH 6.8; 10% glycerol; 5% β-mercaptoethanol; 1% SDS; 0.01% bromophenol blue), denatured at 95°C for 5 minutes, and separated by SDS-PAGE at a constant voltage of 150 V for approximately 90 minutes in 1× running buffer (25 mM Tris, 192 mM glycine, 0.1% SDS). Proteins were transferred to 0.45 µm Protran BA 85 nitrocellulose membrane (GE Healthcare, Buckinghamshire, UK) in Towbin transfer buffer (25 mM Tris, 192 mM glycine, 20% methanol) at 100 V for 60 minutes. Membranes were placed in blocking buffer (TBS, 5% non-fat milk, 0.1% Tween 20) for 1 hour at room temperature. Primary antibodies [CD63 (1∶1000, Cat # EXOAB-CD63A-1, System Biosciences), HSP70 (1∶1000, Cat # EXOAB-HSP70A-1, System Biosciences), CTSL1 (1∶300, Cat # 3912-100, BioVision, Mountain View, CA), or PTGS2 (1∶200, Cat # LS-C150711, LifeSpan Biosciences, Inc., Seattle, WA)] were diluted in blocking buffer and incubated with the blots overnight at 4°C. Membranes were washed with TBS containing 0.1% Tween 20 (TBST) before incubation with goat anti-rabbit HRP conjugated secondary antibody (System Biosciences) at 1∶10,000 dilution for 1 hour at room temperature. Membranes were washed with excess TBST and incubated with SuperSignal West Pico Chemiluminescent Substrate (Thermo Scientific) for 3 minutes prior to imaging with a ChemiDoc MP system and Image Lab 4.1 software (BioRad, Hercules, CA).

### Mass Spectrometry Analysis

The protein concentration of extracellular vesicles, isolated from ULF and suspended in PBS (pH 7.2), was determined using a QuickStart Bradford assay (BioRad). Mass spectrometry (MS) analysis was conducted by Applied Biomics (Hayward, CA, USA). Briefly, a pool of extracellular vesicle protein (15 µg total), from day 14 cyclic or pregnant ewes (n = 4 ewes per pool), was exchanged into 50 mM ammonium bicarbonate buffer, and DTT was then added to a final concentration of 10 mM. Samples were incubated at 60°C for 30 min followed by cooling to room temperature. Iodoacetamide was added to a final concentration of 10 mM and incubated in the dark for 30 min at room temperature. A tryptic digestion was performed at 37°C overnight. Nano liquid chromatography (LC) was carried out using a Dionex Ultimate 3000 system (Milford, MA, USA). Tryptic peptides were loaded into an α-Precolumn Cartridge and separated using an acetonitrile gradient (ranging from 5% to 60%) on the Nano LC column. Fractions were collected at 20 sec intervals followed by Mass Spectrometry analysis on AB SCIEX TOF/TOF 5800 System (AB SCIEX, Framingham, MA, USA). Mass spectra were acquired in reflectron positive ion mode. Time of flight (TOF)/TOF tandem MS fragmentation spectra were acquired for each ion, averaging 4000 laser shots per fragmentation spectrum (excluding trypsin autolytic peptides and other known background ions). Identification of the resulting peptide mass and the associated fragmentation spectra were submitted to GPS Explorer workstation equipped with MASCOT search engine (Matrix Science, London, UK) to search the non-redundant database of National Center for Biotechnology Information (NCBInr). Searches were performed without constraining protein molecular weight or isoelectric point, with variable carbamidomethylation of cysteine and oxidation of methionine residues, and with one missed cleavage allowed in the search parameters.

### RNA Isolation and Analysis of enJSRVs

Total RNA was isolated from frozen endometrium, conceptus or isolated ULF extracellular vesicles in PBS with Qiazol lysis reagent (Qiagen, Valencia, CA) and processed with the miRNeasy kit (Qiagen). DNase I (Qiagen) treatment was performed on-column according to manufacturer's instructions, and samples were stored at −80°C in nuclease-free water. The RNA concentration was determined by spectrophotometry analysis with a NanoDrop 2000 instrument (Thermo Scientific). The RNA profiles were collected using an Agilent Bioanalyzer 2100 (Agilent Technologies, Santa Clara, CA) with RNA 6000 Nano and Small RNA Labchip kits (Agilent Technologies) according to manufacturer's instructions.

Total RNA was reverse transcribed with using the iScript cDNA synthesis kit (BioRad) according to the manufacturer's instructions and stored at −20°C for further analysis. Genomic DNA contamination was tested by inclusion of mixtures without reverse transcriptase enzyme. The cDNA was used in subsequent PCR reactions with TaKaRa hot start DNA polymerase (Clontech Laboratories, Inc., Mountain View, CA) and primers designed to target enJSRVs *env* (forward: GRY TTT CCR TGG GAT AAG GTG AA, reverse: ACA ATC ACY AGA CCC TTA CCA TTG) and *gag* (forward: GTG CTG ACA TTG GAC CCT, reverse: CAC AAA CAA AGC AAC CCG AA) RNA under the following conditions: 95°C for 2 minutes; 35 cycles of 98°C for 10 seconds, 55°C for 30 seconds, 72°C for 1 minute; and a final step of 72°C for 2 minutes. The PCR products were separated in a 1% agarose in TAE gel containing ethidium bromide and visualized using a ChemiDoc MP system and Image Lab 4.1 software (BioRad).

### Small RNA Sequencing and Analysis

The RNA, extracted from extracellular vesicles isolated from ULF of cyclic (n = 4) and pregnant (n = 4) ewes, was pooled for a total of 5–10 ng small RNA with less than 1 µg of total RNA per sample. Small RNA sequencing was performed by the Washington State University Genomics Core using the Ion Torrent platform (Life Technologies). Hybridization, RNA ligation and reverse transcription were performed using Ion Total RNA-Seq Kit v2 (Cat # 4475936, Life Technologies) according to the manufacturer's instructions for small RNA sequencing. Purification and size selection of the cDNA was conducted using AMPureXP beads (Beckmann-Coulter Genomics, Brea, CA). Libraries were quantified by real-time quantitative PCR (qPCR) and pooled into a single emulsion PCR reaction performed using an Ion One Touch instrument (Life Technologies). Sequencing bead numbers, quality, and enrichment for DNA carrying beads was assessed by flow cytometry using a Millipore Guava (EMD Millipore Corporation, Billerica, MA). Beads were then sequenced using a 316D semi-conductor sequencing chip.

Sequences were analyzed with CLC Genomics Workbench software (CLC Bio, Aarhus, Denmark) using the small RNA sequencing workflow restricting sequences to 15–55 bp, less than 2 mismatches, 10 or more sequence copies, referencing the miRBase (release 19) database for *Bos taurus* mature miRNAs, and grouping by mature miRNA. Targets were predicted using miRNA_Targets (http://mamsap.it.deakin.edu.au/mirna_targets/) for *Bos taurus* based on mature miRNA ID with the miRanda algorithm and an energy cutoff of −30. Gene ontology of the targeted genes was determined based on Ensembl IDs of the targets run using the Panther Classification System (http://www.pantherdb.org) selected for *Bos taurus*. The data discussed in this publication was deposited in NCBI's Gene Expression Omnibus (accession number GSE53974) [33].

### miRNA Analysis by qPCR

Total RNA from endometria, conceptuses, and ULF extracellular vesicles was isolated with the miRNeasy kit (Qiagen, Valencia, CA). The RNA was then polyadenylated, annealed to a universal sequence, and reverse transcribed with a miScript II RT kit (Qiagen) according to the manufacturer's instructions. Genomic DNA contamination was tested by inclusion of mixtures without reverse transcriptase enzyme. Quantitative real-time PCR reactions were assembled with 400 pg cDNA per reaction using the miScript SYBR Green PCR kit (Qiagen) with the BioRad CFX 96 Touch real time PCR machine (BioRad). Qiagen miScript mature miRNA primer assays (Cat # MS00031220, MS00003136, MS00004179, MS00031514, MS00031605, MS00003871, MS00009079, MS00031584, MS00003423) were used to amplify miRNA sequences. Reactions without template were used as negative controls to verify experimental results. The threshold line was set in the linear region of the amplification plot above the baseline noise and quantification cycle (Cq) values were determined as the cycle number in which the threshold line intersected the amplification curve. The miScript control primer assays SNORD95 and SNORD96A (Cat # MS00033726, MS00033733) were used as reference genes for data normalization. Expression values (2^−ΔΔCt^) were calculated using the geometric mean of SNORD95 and SNORD96A references and the geometric mean of the target gene Cq values.

### Vesicle Labeling and Delivery Analysis

Extracellular vesicles, collected from ULF with ExoQuick-TC as described, were labeled with a lipophilic green fluorescent dye (PKH67 from Sigma-Aldrich, St. Louis, MO). Extracellular vesicles suspended PBS were incubated with 1 ml of diluent mixed with PKH67 dye at final concentration of 5×10^−6^ M for 5 minutes. Fetal bovine serum (FBS) was added (2 ml) for 1 minute to stop the labeling reaction. The sample tube was filled with DMEM/F-12 media with 10% FBS, and extracellular vesicles were collected by ultracentrifugation for 30 minutes at 120,000× *g* at 4°C. Sample tubes containing pelleted extracellular vesicles were filled with DMEM/F-12 media containing 10% FBS and centrifuged two more times to remove excess dye. The final pellet was suspended in 100 µl DMEM/F-12 complete media and added directly to HEK 293T cells cultured in a 6-well plate or chamber slide. Prior to RNA collection or fixation for imaging, cells were washed vigorously two times with sterile PBS to remove any extraneous labeled vesicles.

Cells cultured for 48 hours in a 6-well plate were lysed with 1 ml Isol-RNA lysis reagent (5 PRIME, Inc., Gaithersburg, MD) for 5 minutes at room temperature. Chloroform (200 µl; Sigma-Aldrich) was added to the homogenate, mixed vigorously for 15 seconds and incubated for 3 minutes at room temperature. Samples were centrifuged at 12,000× *g* for 15 minutes at 4°C and the upper aqueous layer was removed. The RNA was precipitated with 500 µl 100% isopropanol, incubated at room temperature for 5 minutes and centrifuged at 12,000× *g* for 10 minutes at 4°C. The supernatant was removed, RNA washed with 1 ml 75% ethanol, and collected by centrifugation at 7,500× *g* for 5 minutes at 4°C. RNA was suspended in 20 µl RNase-free water and concentrations were measured with a NanoDrop 2000 instrument (Thermo Scientific). Reverse transcription of RNA and PCR analysis for the presence of enJSRVs were conducted as described above.

Chambers were removed from slides after 72 hours and cells were fixed with 4% paraformaldehyde at room temperature for 10 minutes before two, 5 minute washes in PBS. Two drops of VECTASHIELD HardSet mounting medium containing DAPI (Vector Laboratories, Inc., Burlingame, CA) was added for nuclear counterstaining and a glass coverslip was applied. Brightfield and epifluorescent (DAPI and FITC) images were collected using NIS Elements BR 3.2 software. The Z-stack images were collected with a Leica TCS SP8 X confocal microscope (Leica Microsystems, Mannheim, Germany) using system optimized stack thickness and sequential imaging of DAPI and FITC channels and Leica Application Suite Advanced Fluorescence (LAS AF) software. The 3D visualization module was used to render orthogonal sectioning, 3D images and video.

## Results

### Microvesicles and Exosomes are Present in ULF of the Ovine Uterus

Extracellular vesicles were isolated from ULF of day 14 cyclic or pregnant ewes using ExoQuick-TC reagent. Transmission electron microscopy revealed the isolates contained vesicles approximately 100 nm in diameter (Fig. 1A and 1B). For accurate measurement of particle size and distribution, nanoparticle tracking analysis of the isolates was performed (Fig. 1C). This analysis revealed that the vesicles collected from ULF had an average diameter of 148 nm and an overall mode of about 100 nm (Fig. 1D). Western blot analysis revealed that the isolated vesicles from cyclic and pregnant ewes were positive for CD63 protein and heat shock protein 70 (HSP70) (Fig. 2), two well-characterized exosomal protein markers [34], [35].

**Figure 1:**
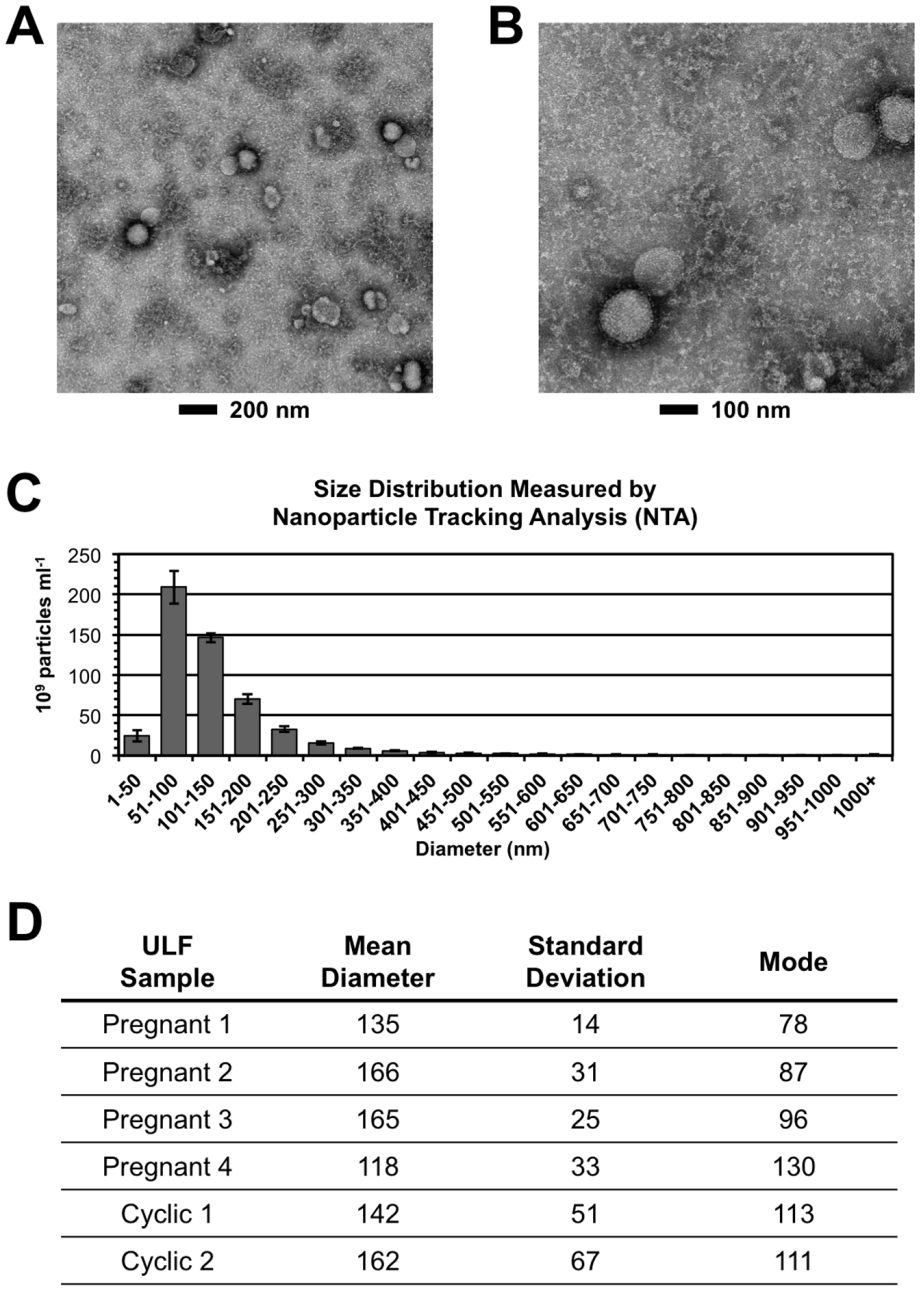
Transmission electron microscopy (TEM) and nanoparticle tracking analysis (NTA) of vesicles isolated from uterine luminal fluid of sheep. (A–B) TEM revealed vesicles of about 100 nm, consistent with exosomes. (C) NTA profile of extracellular vesicle collection from one individual. Measurements were collected from 3 samples; error bars represent +/−1 standard deviation. The profile confirms size estimates from TEM images. (D) Nanoparticle Tracking Analysis of collected extracellular vesicles. Precipitated extracellular vesicles were suspended in PBS+0.1%BSA and analyzed by NTA using a NanoSight instrument. Mean diameter, standard deviation of the mean, and mode size are reported (Replicates ≥3 per sample). These measurements are consistent with the presence of exosomes and microvesicles in the collected samples from ULF.

**Figure 2:**
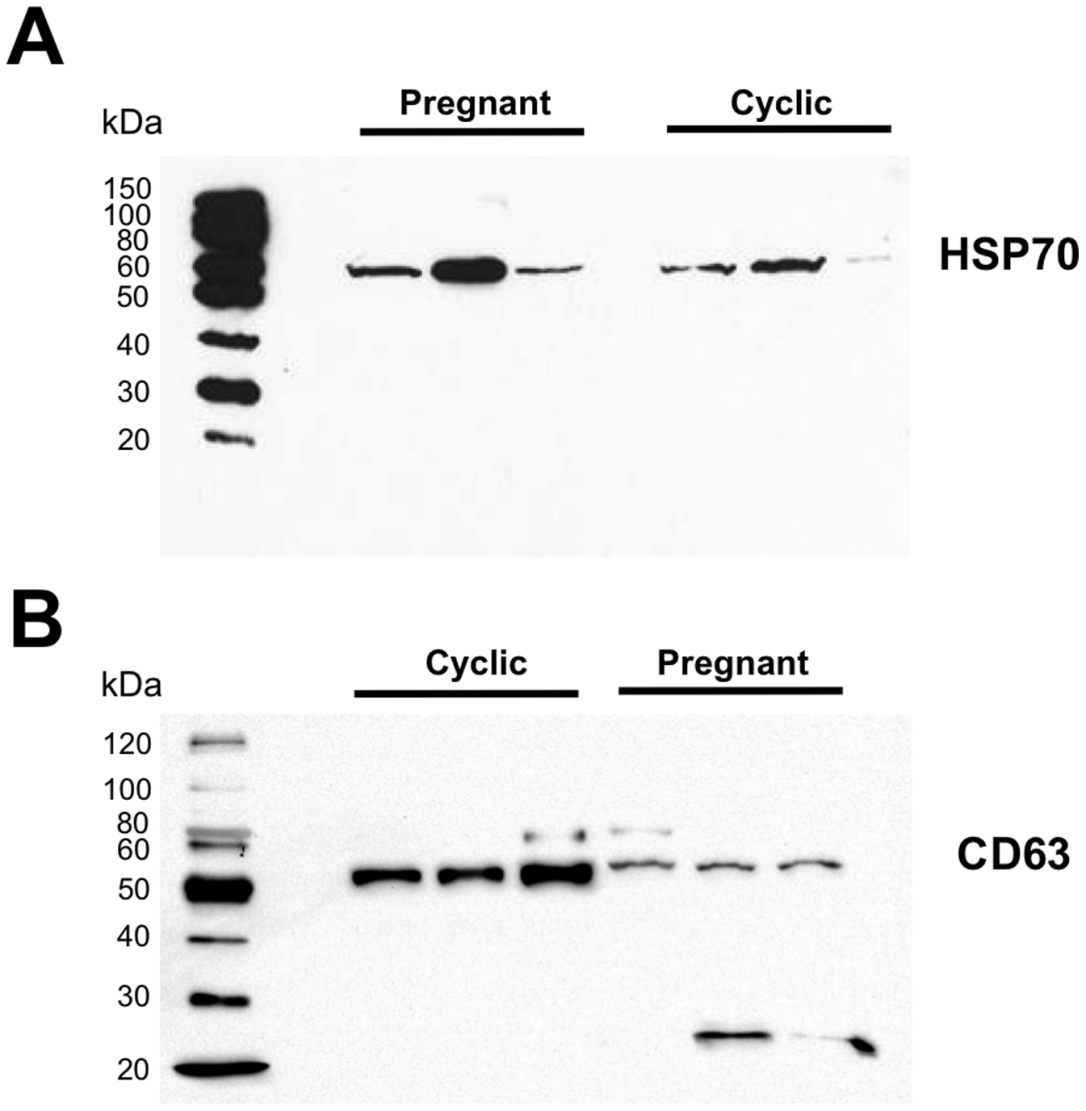
Western blot showing presence of HSP70 and CD63 in ULF derived extracellular vesicles from cyclic and pregnant ewes. Western blot analysis shows immunoreactive bands for (A) HSP70 and (B), CD63 two well characterized exosome markers, in all samples.

### ULF Extracellular Vesicles Contain Proteins

Mass spectrometry (nano-LC-MS/MS) analysis of isolated ULF extracellular vesicles found many proteins expressed by the endometrial epithelia and/or conceptus trophectoderm including cathepsin L1 (CTSL1) and prostaglandin synthase two (PTGS2) (see Table S1). A total of 195 proteins were identified by nano-LC-MS/MS analysis with 40 and 76 unique to the cyclic and pregnant ewes, respectively (Fig. 3A). Comparison with the KEGG Brite exosome database and exosomal proteins reported in a variety of exosome studies resulted in five conserved proteins: GAPDH; TFAP2A, Transcription Factor AP-2 Alpha; RPS25, Ribosomal Protein S25; YWHAZ, Tyrosine 3-Monooxygenase/Tryptophan 5-Monooxygenase Activation Protein Zeta Polypeptide; ITGB1, Integrin beta 1 [13], [36], [37]. Western blot analysis confirmed the presence of CTSL1 in cyclic and pregnant extracellular vesicle samples (Fig. 3B). The antibody used for Western blot analysis is specific for PTGS2, which has a molecular weight of approximately 72 kDa, and has been documented to detect a non-specific immunoreactive band around 50 kDa. Indeed, PTGS2 protein was present in two of the three samples from pregnant ewes, and samples from cyclic ewes and one pregnant ewe displayed an immunoreactive protein of ∼52 kDa rather than the 72 kDa protein (Fig. 3C).

**Figure 3:**
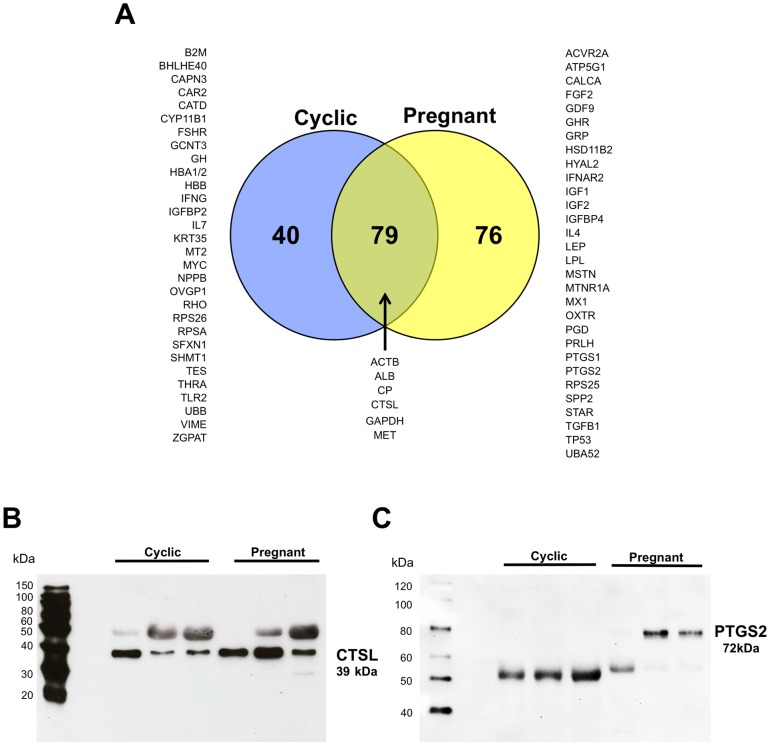
Proteomic analysis of cyclic and pregnant ULF extracellular vesicles. (A) Venn diagram containing 195 unique proteins identified by nano-LC-MS/MS analysis with 40 and 76 unique to the 14C and 14P groups respectively and 79 proteins in common. Note the presence of CTSL1 in both samples along with the presence of PTGS2 in only the 14P sample. (B) Western blot analysis shows the presence of CTSL in all samples. (C) PTGS2 immunoreactive bands are absent in 14C samples and present in 14P (2/3) samples.

### ULF Extracellular Vesicles Contain Small RNAs and miRNAs

The RNA profiles of extracellular vesicles, endometrium and conceptus samples were collected using an Agilent 2100 Bioanalyzer (Fig. 4A). The analysis revealed that extracellular vesicles contained mostly small RNA species less than 200 bp in length, in contrast to the samples from endometrium and conceptus that contained larger RNA species including the 18S and 28S rRNAs. 

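Small RNA of extracellular vesicles from ULF of day 14 ewes was analysed as 1 library for the pregnant and 1 for the cyclic condition, each made from RNA pooled from 4 ewes. The pregnant library held 119605 reads of 26859 distinct small RNA sequences and the cyclic library 94735 reads of 30201 distinct sequences. The authors' workflow kept Ion Torrent reads of 15 to 55 bp, compared them with 766 cattle miRNAs of miRBase and added up the reads of each mature miRNA. The deposited values are unnormalized read counts, in which a grouped count under 10 is listed as 0, so that a miRNA listed at 0 can have up to 9 copies. The counts added up to 2809 in the pregnant and 7921 in the cyclic library. For comparisons, each count was divided by this total. Ratios of the pregnant over the cyclic library are given with an exact conditional binomial 95% interval, and shares with an exact Clopper-Pearson 95% interval. A miRNA was called higher or lower in the pregnant library where this interval excluded 1 and the ratio was at least 2-fold, and a miRNA listed at 0 was set at 9 copies, which gives a bound. Reads without molecular identifiers are not independent molecules, so the intervals cover counting error only. With 1 pooled library per condition there is no replicate check and no measure of the spread between ewes, and each ratio compares these 2 libraries, not the conditions. Division by all reads of the library in place of mature miRNA counts moves every log2 ratio by -1.83, and the directions given here are relative to total mature miRNA counts.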

Next, small RNA sequencing was conducted using RNA isolated from ULF extracellular vesicles. 

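Of the 119605 reads in vesicles from pregnant ewes, 3752 matched a cattle miRNA, a share of 3.14% (95% interval 3.04 to 3.24%). In vesicles from cyclic ewes 10244 of the 94735 reads matched, a share of 10.8% (10.6 to 11.0%). The share of reads left unannotated was therefore 96.9% (96.8 to 97.0%) in the pregnant and 89.2% (89.0 to 89.4%) in the cyclic library. Among distinct sequences, 97.3% were unannotated in the pregnant and 95.8% in the cyclic library, so that the libraries lay closer together when each sequence was counted once. A few unannotated sequences were far more abundant than any annotated one. In the pregnant library 29 unannotated sequences had 500 or more copies and together made up 38.5 to 50.6% of all reads, as far as the copy intervals of the authors' report tell, whereas every annotated sequence had at most 499 copies. In the cyclic library 33 unannotated and 6 annotated sequences had 200 or more copies. Of the annotated reads, 34.0% in the pregnant and 37.7% in the cyclic library matched the reference perfectly, 54.7% and 53.1% had 1 mismatch, and 11.3% and 9.19% had 2 mismatches. The sequences of the unannotated reads were not analysed here.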

Unannotated small RNA sequences accounted for greater than 80% of the reads in all three samples. These sequences are potential novel mature miRNAs involved in communication between the ovine conceptus trophectoderm and endometrial epithelia, in fact many of the unannotated sequences share homology with annotated miRNAs of other species by BLASTN searches of the mature miRNA miRBase.

**Figure 4:**
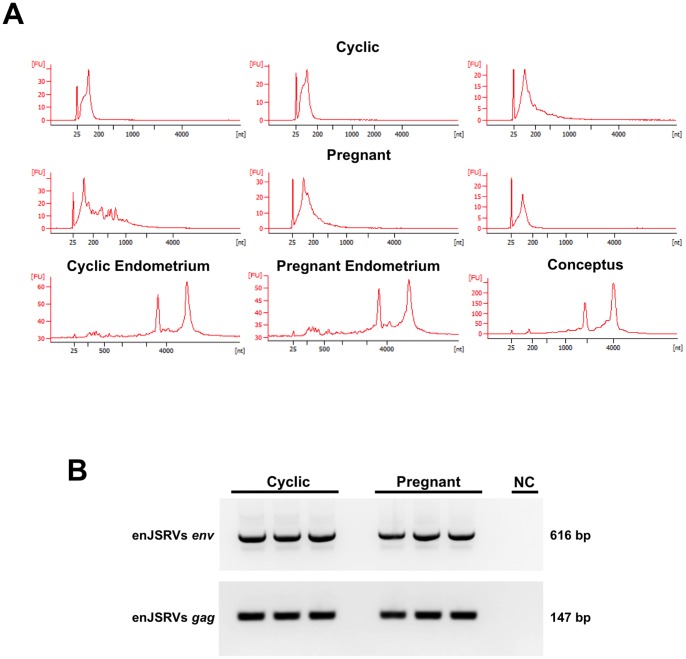
RNA content of extracellular vesicles. (A) The RNA profiles of extracellular vesicles, endometrium and conceptus samples using an Agilent 2100 Bioanalyzer. Note the cluster of RNA species at or below 200 base pairs in the extracellular vesicle samples both cyclic and pregnant; in contrast to endometrium and conceptus samples which display profiles characteristic of eukaryotic tissue with clearly defined 18S and 28S rRNA peaks and comparatively low percentages of transcripts below 200 base pairs. (B) Endogenous Jaagsiekte retrovirus (enJRSVs) *env* and *gag* RNA is present in extracellular vesicles from ULF of cyclic and pregnant ewes by RT-PCR. Day 14 conceptus and endometrium were used as positive controls for *env*. RT-PCR for *gag* utilized RNA from day 14 conceptus and 100 day placentome as positive controls. Negative control (NC) was performed by omitting cDNA in the reaction mix.

Given the lack of sufficient transcriptomic and genomic data in sheep, the small RNAs were annotated using existing information from cattle. This analysis found 81 conserved mature miRNAs in the ULF extracellular vesicle small RNA sequences, with 53 in common between cyclic and pregnant samples and 1 unique annotated miRNA (bta-miR-423) in the day 14 pregnant samples (Fig. 5). 

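Vesicles from pregnant ewes held 54 mature miRNAs at 10 or more copies and vesicles from cyclic ewes held 80, of which 53 were listed in both. The let-7 family, which represses genes of growth and development, led both libraries. let-7a had 206 counts in the pregnant library, 7.33% of its mature miRNA counts (95% interval 6.40 to 8.36%), and 512 in the cyclic library, 6.46% (5.93 to 7.03%). let-7b followed with 176 and 499 counts. miR-21, a miRNA of many proliferating tissues, had 131 and 460 counts, and miR-23a had 159 and 379. Of the miR-200 family, which maintains the epithelial state, miR-200c had 131 and 233 counts and miR-200b 103 and 445. miR-31, another miRNA of epithelia, had 75 and 171 counts, miR-191 had 100 and 167, and miR-16a had 51 and 158. The 10 most abundant miRNAs took 48.2% (46.4 to 50.1%) of the counts in the pregnant and 46.3% (45.2 to 47.4%) in the cyclic library, and 7 of the 10 were shared. Across the 53 miRNAs listed in both, the Spearman correlation of the counts was 0.92, as a description across miRNAs, which are not independent replicates. Near-identical family members share reads. Of the let-7c reads, 13.2% in the pregnant and 21.8% in the cyclic library were assigned to its precursor only, so the division of counts among let-7 members is uncertain. When the cyclic library was thinned at random to the 2809 counts of the pregnant library, the number of miRNAs at 10 or more copies in it was 52 (median of 100 draws, 47 to 57) in place of 80.

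**Figure D1:**
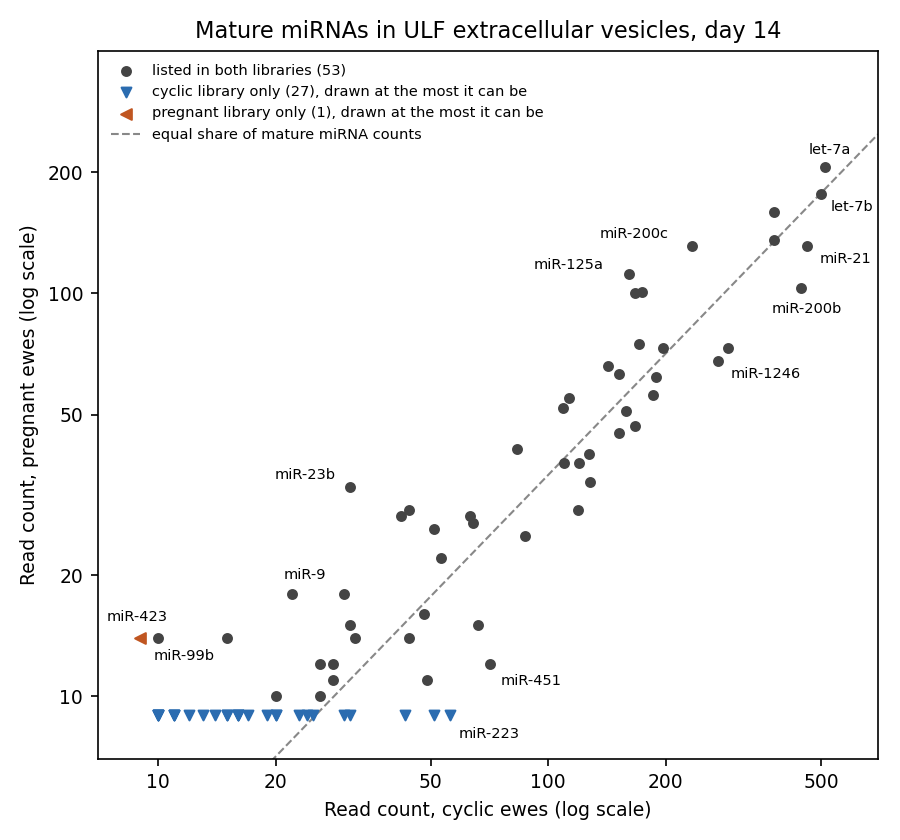
Read counts of mature miRNAs in vesicles from cyclic (x axis) and pregnant ewes (y axis), 1 pooled library each, both axes on a log scale. Circles are the 53 miRNAs listed in both libraries, triangles the miRNAs listed in 1 library, drawn at 9 copies in the other, and the dashed line marks an equal share of mature miRNA counts. Most circles lie along the line, with miR-200c, miR-125a and miR-23b above it and miR-200b, miR-1246 and miR-451 below it.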

The presence of 9 mature miRNA species (let-7a, led-7d, miR-18a, miR-19b, miR-21, miR-125a, miR-214, miR-223 and miR-423) was confirmed by RT-qPCR analysis of cyclic and pregnant ULF extracellular vesicles and compared to Day 14 endometrium and conceptus RNA (Fig. 6). Relative miRNA levels showed enrichment of miRNAs in conceptuses and ULF extracellular vesicles from pregnant and cyclic ewes.

**Figure 5:**
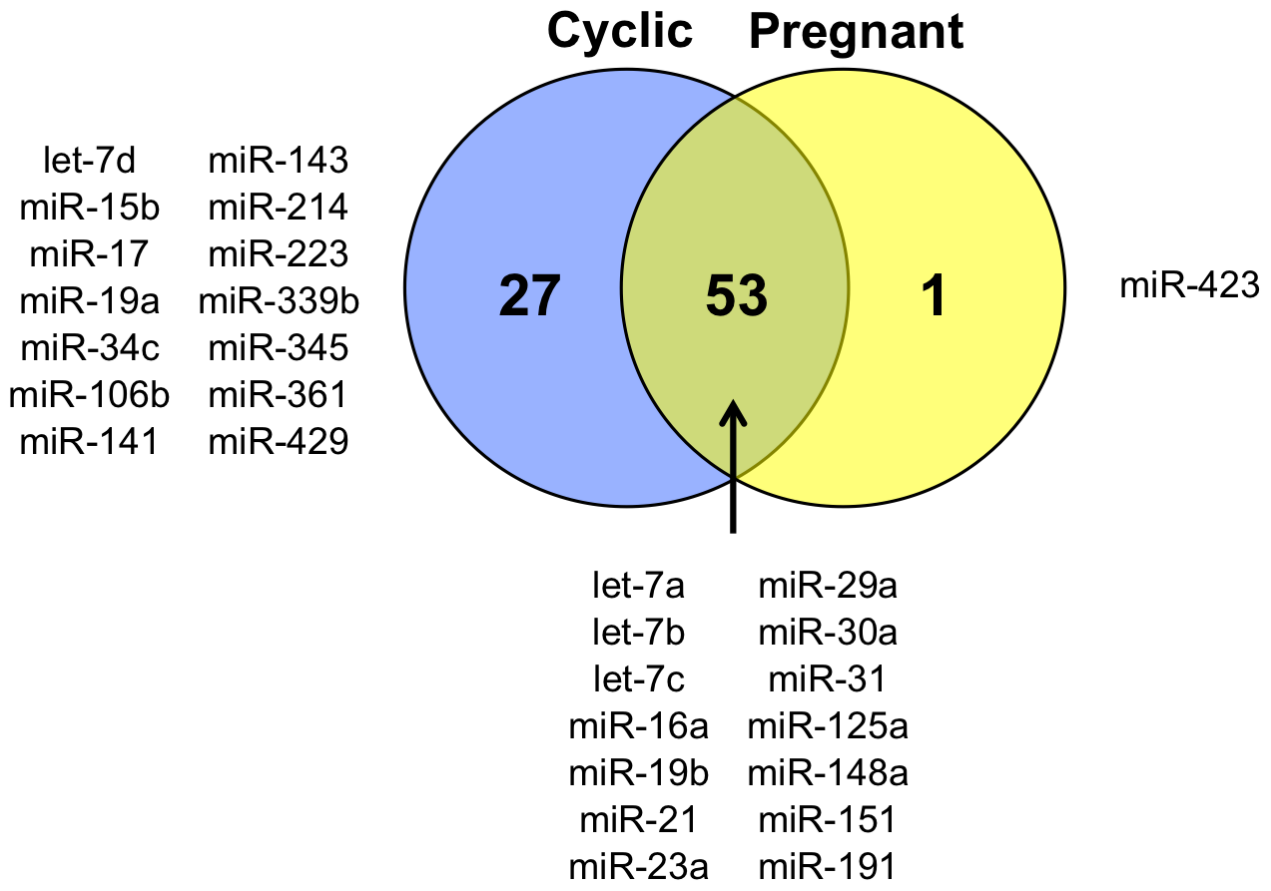
Small RNA sequencing of ULF derived extracellular vesicles. Next generation small RNA sequencing analysis restricted to at least 10 copies of each sequence from 15–55 nucleotides in length and grouped by mature miRNA produced 81 mature bovine miRNA species referenced in miRBase (Release 19). A total of 53 mature miRNAs were common to cyclic and pregnant samples with one unique to the 14P group and 27 unique to the 14C group.

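The 27 mature miRNAs listed only for cyclic ewes had 10 to 56 counts each (median 16) and together 549 counts, 6.93% of the mature miRNA counts of that library. The pregnant library held at most 9 copies of each. Being unlisted is not absence, since by RT-qPCR the paper detected let-7d, miR-214 and miR-223 in vesicles from pregnant and from cyclic ewes. miR-223, a miRNA of neutrophils and other myeloid cells, was the most abundant of the 27 with 56 counts. It was at least 2.21-fold lower in the pregnant library (ratio at most 0.453, interval at this bound 0.197 to 0.923). Counting error stays open for it, since 6.9% of simulated pairs of libraries of equal composition held at least 1 such miRNA. With 9 copies as the bound, an interval below 1 needed at least 52 cyclic counts, which the other 26 did not have, so whether they were lower relative to total mature miRNA counts could not be told. Relative to all reads of the library 12 of the 27 were lower. miR-361 had 51 counts (ratio at most 0.498, 0.215 to 1.02), but was lower with edgeR's TMM (at most 0.447, upper limit 0.916), DESeq2's size factors (0.426, 0.873) and with annotated reads, a scaling chosen after the data were examined (0.482, 0.988). miR-141, the cluster partner of miR-200c, had 43 counts (at most 0.590, 0.253 to 1.23). miR-34c, a miRNA of ciliated epithelia, had 31 counts, miR-15b 30, let-7d 25 and miR-19a 24. miR-214 and miR-429 had 20 counts each, miR-339b 19, miR-106b 17, miR-17 16, miR-345 14 and miR-143 11. If these miRNAs made up the same share of the counts in both libraries, 22 of the 27 would have under 10 copies in the pregnant library and 5 would have 10 or more. With the cyclic library thinned to the total of the pregnant library, 6 miRNAs (median of 100 draws, 3 to 10) were listed for cyclic ewes only and 8 (5 to 11) for pregnant ewes only.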

**Figure 6:**
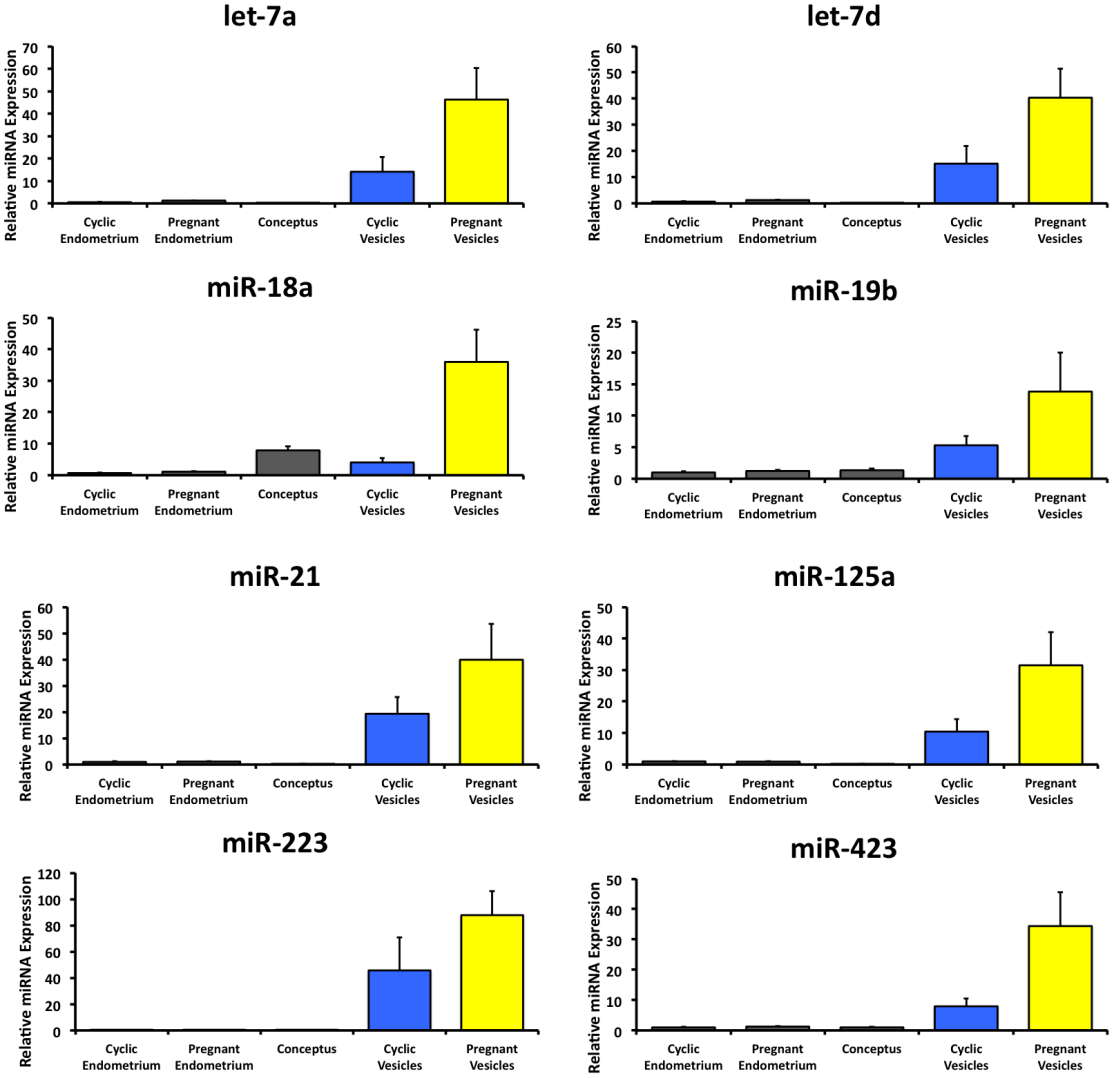
Cellular and extracellular detection of mature miRNA by RT-qPCR in cyclic and pregnant endometrium, conceptus and ULF extracellular vesicles. Presence of selected mature miRNAs was tested for in cyclic and pregnant endometrium, conceptus, and extracellular vesicles from cyclic and pregnant ewes using the Qiagen miScript system and mature miRNA primer assays (400 pg cDNA/well). Expression values (2^−ΔΔCt^) were calculated using the geometric mean of SNORD95 and SNORD96A references and the geometric mean of the target gene. Error bars represent ± 1 SEM.

### ULF Extracellular vesicles Contain enJSRVs RNA and Can Transmit Them to Cells

Both enJSRVs *env* and *gag* RNA were present in extracellular vesicles isolated from ULF of cyclic and pregnant ewes by RT-PCR analysis (Fig. 4B). In order to determine if the ULF extracellular vesicles could deliver these RNAs to cells, extracellular vesicles from pregnant ULF were isolated and labeled with a lipophilic fluorescent dye. The labeled extracellular vesicles were incubated with HEK-293 cells, which are of human origin and do not contain or express enJSRVs genes. As shown in Figure 7A, binding of the fluorescently labeled extracellular vesicles could be detected 72 hours post-incubation within HEK-293 cells. Additionally, orthogonal sections (Fig. S1) and a 3D rendering of z-stack images (Fig. S2 and Video S1) provide evidence of exosome uptake by HEK-293 cells. Further, RT-PCR analysis found that enJSRVs *env* and *gag* RNA in HEK-293 cells incubated with extracellular vesicles (Fig. 7B).

**Figure 7:**
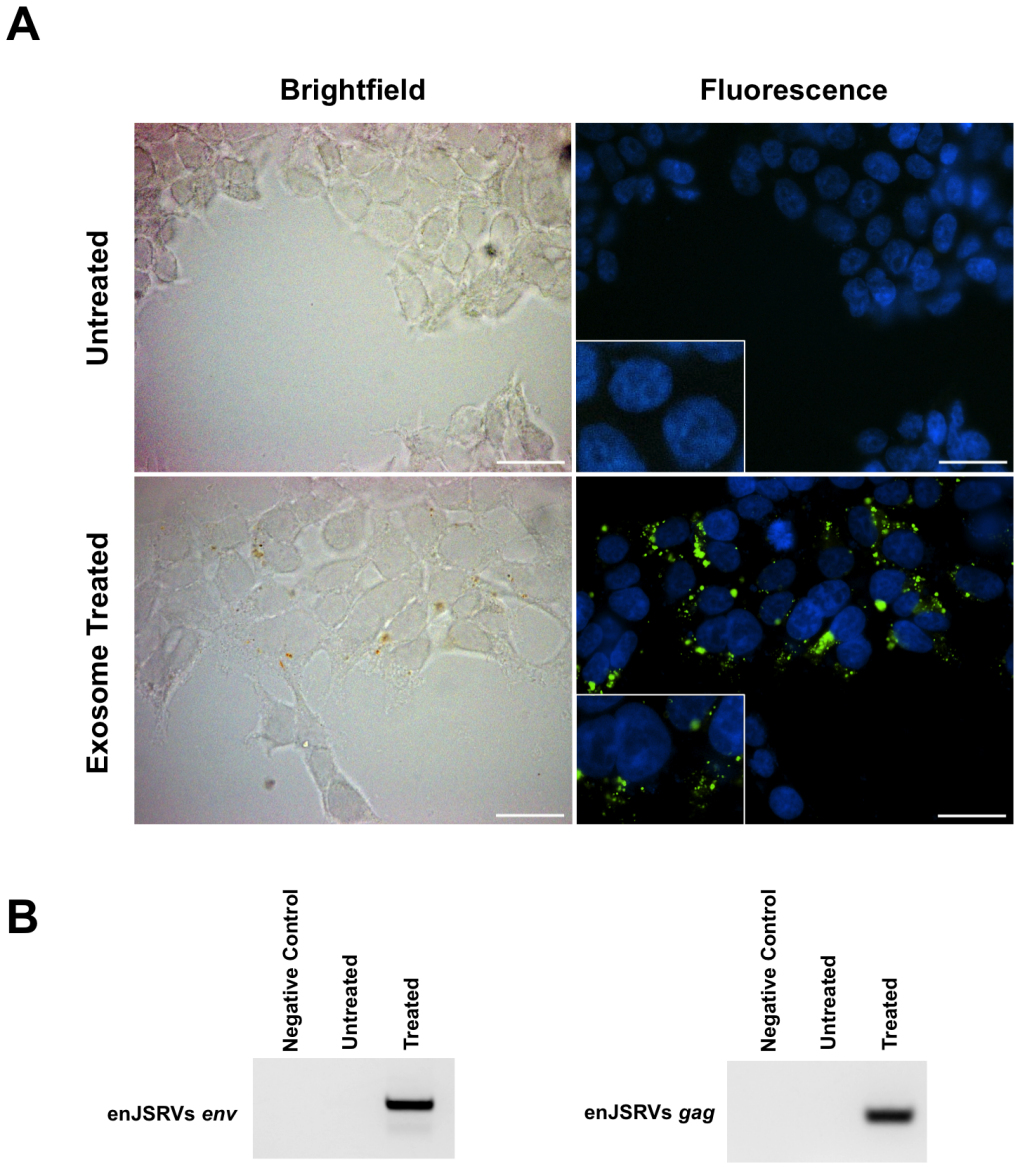
Delivery of enJSRVs *env* and *gag* RNA to HEK-293 cells. (A) Brightfield and epifluorescent images of HEK-293 cells, counterstained with DAPI, untreated or exposed to extracellular vesicles labeled with PKH67 green fluorescent linker dye. (B) RT-PCR analysis of cell lysate for enJSRVs *env* and *gag* 48 hours after treatment with labeled extracellular vesicles.

## Discussion

Results of these studies support the hypothesis that extracellular vesicles comprising both exosomes and microvesicles are a component of the uterine environment of cyclic and pregnant ewes. Electron microscopy, nanoparticle tracking analysis, and the presence of exosomal protein markers CD63 and HSP70 in the isolated ULF extracellular vesicles support the conclusion that exosomes and microvesicles are likewise present in ULF of day 14 cyclic and pregnant ewes. The tetraspanins CD9, CD63, and CD81 along with heat shock proteins HSP70 and HSP90 are typical exosomal marker proteins [38]. In addition to TEM, nanoparticle tracking analysis was used to quantify and determine the size of particles within each ExoQuick-TC isolated ULF sample. The size of the particles is consistent with the ExoQuick-TC precipitation procedure pulling down both exosomes (typically 30 to 100 nm in diameter) and microvesicles (>100 nm). Given that exosomes are typically 30–100 nm in diameter, it is likely that that the ExoQuick-TC reagent isolated larger microvesicles as well as exosomes. Indeed, the tail from these peaks extended to 300 nm, suggesting larger microvesicles were also present but in smaller amounts. However, both exosomes and microvesicles contain and deliver genetic material in the form of mRNA and miRNA to recipient cells [39].

Mass spectrometry analysis of the isolated extracellular vesicles found many proteins expressed by the endometrial epithelia and/or conceptus trophectoderm including cathepsin L1 (CTSL1), gastrin releasing peptide (GRP), lipoprotein lipase (LPL), myxovirus one (MX1), and prostaglandin synthase two (PTGS2) [12], [40]–[46]. The myxovirus resistance proteins MX1 and MX2 are expressed in the endometrium of both sheep and cattle in response to conceptus-produced IFNT, but their functions are currently unknown [44]. Indeed, an ovine endometrial glandular epithelial cell line produces and secretes extracellular vesicles *in vitro* containing the protein MX1 in response to IFNT [12]. Both CTSL1 and PTGS2 are expressed in the endometrial LE and superficial GE, whereas GRP is expressed in the LE and GE [40]–[42], [45], [46]. Extracellular vesicles in the ULF of cyclic and pregnant ewes likely emanate from the endometrial LE and GE. However, PTGS2 and CTSL1 are also expressed in the trophectoderm of the elongating conceptus. Thus, the extracellular vesicles from the ULF of pregnant ewes are likely produced by the trophectoderm and endometrial epithelia as the molecular content of exosomes includes proteins, mRNA and miRNA that are dependent on the cell type from which they originate [14], [47]. Many of the proteins found in the exosomes (e.g., CTSL1, PTGS2, GRP) have previously been found to be present in ovine ULF based on Western blot analysis [48]–[50]. Interestingly, many of those proteins, CTSL1 for example, do not have a signal peptide for classical secretion or are considered intracellular proteins. Thus, extracellular vesicles and microvesicles provide a unique mechanism for transmission of RNA and proteins between the conceptus and endometrium that is independent of classical secretion mechanisms and protects the contents from proteases in the ULF. This mode of transmission also would allow for protein transmission to the conceptus or epithelium directly without needing its receptor.

The RNA profiles from collected extracellular vesicles revealed the presence of a large number of small RNA species as compared to conceptus or endometrium samples. Significantly, human synctiotrophoblast cells produce extracellular vesicles containing miRNAs that are subsequently found in maternal circulations where they could alter maternal gene expression [51]. MicroRNAs have also been shown to be associated with preparation of the endometrium for implantation [52]. Additionally, knockdown of *Dicer* to reduce miRNA expression in placental explants enhanced cytotrophoblast cell proliferation suggesting a critical role in placental development for miRNAs [53]. Loss of *Dicer* is early embryonic lethal in mice with small and morphologically abnormal embryos collected at E7.5 [54]. Small RNA sequencing and comparison to the *Bos taurus* miRBase for mature miRNAs found 81 mature miRNA species and miR-423-3p unique to extracellular vesicles from day 14 pregnant ewes. 

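The deposited table holds a pair of mature sequences under the name miR-423, without an arm. AAGCTCGGTCTGAGGCCCCTCAGT is the one listed for pregnant ewes only, with 14 counts, 0.498% of the mature miRNA counts, against at most 9 copies in the cyclic library. The ratio of the pregnant over the cyclic library is therefore at least 4.39, with an interval of 1.77 to 11.5 at this bound. TGAGGGGCAGAGAGCGAGACTTT had 15 counts in the pregnant and 31 in the cyclic library, a ratio of 1.36 (0.684 to 2.60), so that at this depth no difference in it was detectable. No read of either sequence was an exact match to the reference, which held for 98 of the 134 listed counts. All counts of both sequences came from reads assigned to 1 precursor only. At this bound any pregnant count of 10 or more would meet both criteria, so the call on the first sequence adds nothing to its listing. The call also depends on the scaling. Relative to all reads of the library its ratio was at least 1.23, with an interval of 0.497 to 3.23 that includes 1. When counts were added up by miRNA name, which pools this pair of sequences, miR-423 was listed in both libraries. That setting says nothing on the first sequence alone.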

Notably, miRNAs miR-7e, miR-7f and miR-451, were found to overlap with a recent study that investigated extracellular vesicles in the human uterine environment produced by an endometrial epithelial cell line [11]. 

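let-7e and let-7f were listed in both libraries. let-7e had 22 counts in vesicles from pregnant ewes and 53 in vesicles from cyclic ewes, a ratio of 1.17 (95% interval 0.678 to 1.96). let-7f had 45 and 152 counts, a ratio of 0.835 (0.585 to 1.17). Neither ratio could be told from 1 at this depth. miR-451, an abundant miRNA of red blood cells, had 12 counts in the pregnant and 71 in the cyclic library and was 2.10-fold lower in the pregnant library (ratio 0.477, 0.235 to 0.885). It was also lower under each of the other scalings, with ratios from 0.134 relative to all reads to 0.475 without the 3 most abundant miRNAs. All counts of let-7e and miR-451 came from reads assigned to 1 precursor only. Of the let-7f reads of the pregnant library 2.22% were so assigned, and let-7f has 2 gene copies that share its mature sequence.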

A single miRNA can target many genes by eliciting degradation of mRNA or inhibiting mRNA translation [55]–[59]. Understanding the potential functional mechanisms of a miRNA is most efficient by classifying the targets. *In silico* analysis of miRNA-423-3p targets in *Bos taurus* showed target genes from a variety of biological processes including metabolism, immune system, cell cycle and apoptosis. A recent study utilizing human miR-423 found that hsa-miR-423-3p was capable of inducing cell proliferation without increased apoptosis, providing a possible role in increasing trophectoderm outgrowth during this period of rapid elongation of the conceptus [60]. In order to predict targets of biological significance, the miRNA expression profiles of the conceptus and endometrium must be combined with the transcriptome. Predicted targets can then be validated by *in vitro* binding studies or application of miRNA mimics and inhibitors. Future studies should therefore focus on the ovine endometrial and conceptus transcriptome during the periimplation period to determine miRNA targets.

We recently reported that enJSRVs are transmitted from the sheep uterus to the conceptus trophectoderm using a trans-species embryo transfer model [32]. In that study, the transmission of enJSRVs was hypothesized to occur via the endometrium shedding enJSRV particles that entered the conceptus via cell surface receptors, hyaluronidase two (HYAL2). The presence of enJSRVs *Env* and *Gag* RNA in exosomal contents provides a mechanism from the transfer from the endometrial epithelia to the conceptus trophectoderm prior to implantation as observed using a transspecies embryo transfer model [32]. In humans, recent work has also demonstrated the presence of *syncytin-1*, the envelope gene of an endogenous human retrovirus (HERV-W) involved in the fusion of trophoblast cells, in extracellular vesicles collected from placental explants and primary trophoblast cultures [19], [61]. The presence of ERVs in extracellular vesicles from both humans and sheep suggests a conserved mechanism of pre-implantation signaling from the endometrium to the developing conceptus trophectoderm.

The results of this study support the idea that exosomes and microvesicles are present in ULF of pregnant and cyclic ewes, contain specific proteins, miRNAs, and mRNAs, and are capable of delivering their contents *in vitro*. Additionally, the molecular contents varied by pregnancy status suggesting differential loading of extracellular vesicles emanating from the endometrial epithelia or the distinct presence of extracellular vesicles derived from the conceptus trophectoderm; either instance serving as evidence of pre-implantation communication of the conceptus and endometrium via cell secreted or shed vesicles. 

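Of the 81 mature miRNAs, 5 were higher and 2 lower in the pregnant than in the cyclic library, and 74 did not pass both criteria. These calls compare 1 pooled library per condition, not the conditions. The 5 and the 2 cannot be read as a tilt, since depth and the minimum of 10 copies limit calls of lower. In 100 simulated pairs of libraries, 2 miRNAs under 50 cyclic copies were raised 3-fold and 2 were lowered 3-fold. The raised ones were recovered in 72.0% of cases and the lowered ones never, rates for these miRNAs and not for their whole class. miR-23b had 33 counts in the pregnant and 31 in the cyclic library, a ratio of 3.00 (95% interval 1.78 to 5.07). miR-99b had a ratio of 3.95 (1.63 to 9.93), miR-92a of 2.63 (1.18 to 5.85) and miR-9 of 2.31 (1.17 to 4.51), but miR-9 was no longer called with DESeq2's size factors (1.97, 0.998 to 3.86). Each of these 4 had fewer than 50 counts in both libraries, and with a minimum of 50 counts in either library no miRNA was higher. Relative to total mature miRNA counts, the minimum of 10 copies by itself fixed the call of miR-99b. At its 10 cyclic counts, even 10 pregnant counts met both criteria. The same held for the miR-423 sequence listed for pregnant ewes only, at the bound of 9 copies. miR-125a (ratio 1.96, 1.53 to 2.51), miR-24 (1.88, 1.12 to 3.11), miR-30c (1.86, 1.12 to 3.04), miR-191 (1.69, 1.30 to 2.18) and miR-10a (1.64, 1.27 to 2.10) had intervals above 1 but lay under 2-fold, and with DESeq2's size factors the intervals of miR-24 (1.61, 0.960 to 2.66) and miR-30c (1.59, 0.959 to 2.60) included 1. Of the 8 listed let-7 members none was called, and the 6 listed in both libraries had a median log2 ratio of -0.02 (counting error interval -0.23 to 0.19), which with DESeq2's size factors became -0.25 (-0.46 to -0.04). None of the 5 listed members of the miR-30 family was called, and their median of 0.06 (-0.19 to 0.44) turned to -0.09 with edgeR's TMM, -0.16 with DESeq2's size factors and -0.11 with at least 50 counts in either library. Of the miR-29 family none was called, and its 3 members all had ratios below 1, with a median of -0.30 (-0.72 to 0.13) that was -0.46 (-0.87 to -0.03) with TMM and -0.53 (-0.94 to -0.10) with DESeq2's size factors. Of the 5 miRNAs of the miR-23/27/24 clusters miR-23b was higher and none was lower. Their median of 0.25 (0.04 to 0.82) had an interval that included 0 with TMM (0.09, -0.12 to 0.66), with DESeq2's size factors (0.026, -0.19 to 0.59) and with annotated reads (0.20, -0.01 to 0.77).
Among markers of cell types, none of the 8 listed epithelial miRNAs was called. Of these, miR-141, miR-34c and miR-429 were listed for cyclic ewes only, under the 52 cyclic counts that a call of lower needed. Members of the epithelial list differed in direction, with a ratio of 1.59 (1.27 to 1.97) for miR-200c, 0.653 (0.522 to 0.810) for miR-200b and 0.712 (0.543 to 0.924) for miR-200a. Of the 8 listed miRNAs of stroma, smooth muscle and vessels none was called. The 4 listed in both libraries, such as miR-145 (1.35, 0.948 to 1.89), had ratios above 1. Under edgeR's TMM and DESeq2's size factors miR-99a had one below 1. At the cyclic counts of miR-99a (28) and miR-221 (26), the minimum of 10 pregnant counts by itself gave a ratio above 1. The other members were listed for cyclic ewes only, and their direction could not be told. Of the 3 listed erythroid miRNAs 1 was lower. Of the 13 miRNAs assigned to early ruminant embryos and trophoblast only 3 were listed, and miR-302a to miR-302d, miR-367 and miR-371 were not. Whether the 3 listed ones came from embryo or trophoblast was not tested. None of the 3 was called, and miR-1246 (0.705, 0.532 to 0.923) and miR-424 (0.641, 0.340 to 1.13) had ratios below 1 and miR-378 (1.23, 0.608 to 2.38) one above 1. These directions hold for mature miRNA counts. Relative to all reads of the library 58 miRNAs were lower, none was higher, and of the 53 listed in both libraries only miR-99b had a ratio above 1. From the variation of the molecular contents with pregnancy status, the paper proposes differential loading of vesicles from the endometrial epithelia or a contribution of vesicles from the conceptus trophectoderm.

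**Figure D2:**
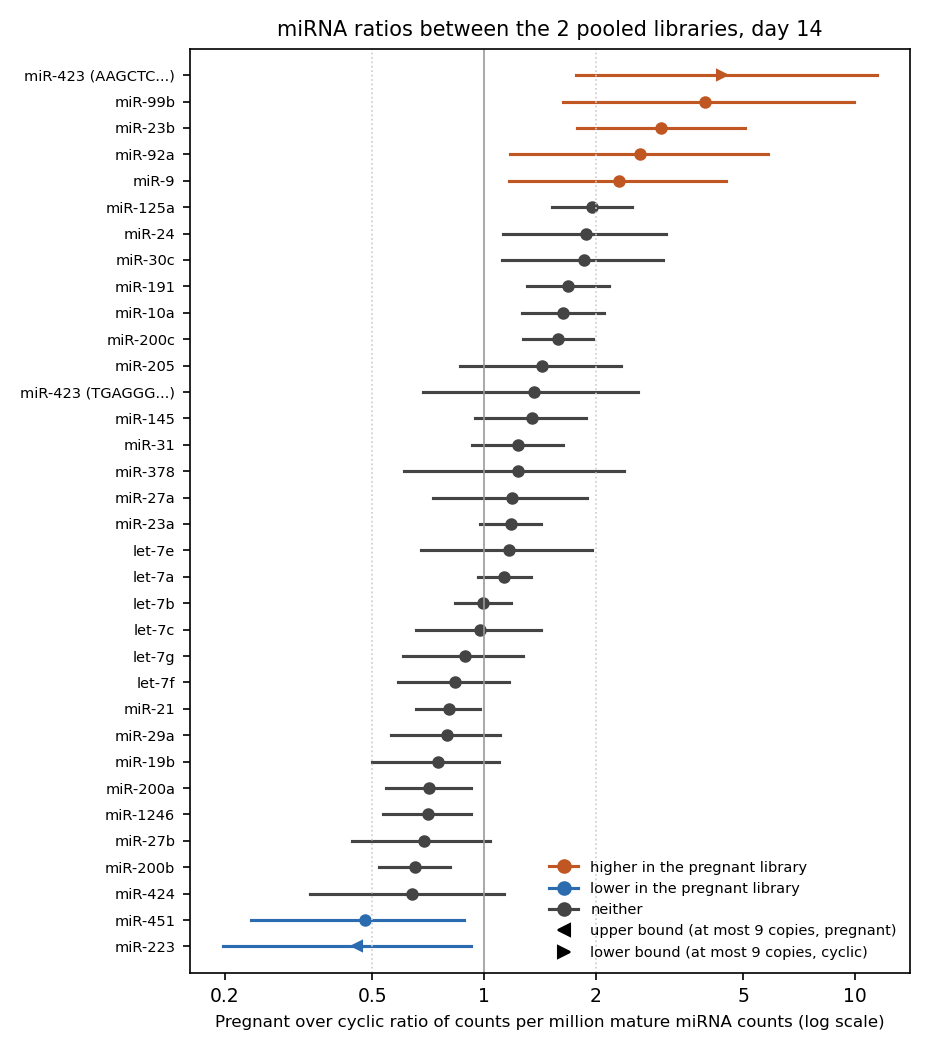
Ratio of the share of mature miRNA counts in the pregnant over the cyclic library for 34 mature miRNAs, on a log scale, with exact 95% intervals for counting error and 1 pooled library per condition. Orange marks a miRNA called higher, blue one called lower and grey neither, triangles are bounds with 9 copies in the library where the miRNA is listed at 0, and the dotted lines mark 2-fold. miR-23b, miR-99b, miR-92a, miR-9 and 1 of the miR-423 sequences lie above 2-fold, and relative to all reads the ratios of miR-23b, miR-92a and miR-9 fall below 1.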

Discovery of enJSRVs RNAs in extracellular vesicles provides an important mechanism for the delivery of retroviral transcripts to the trophectoderm that are critical for conceptus development prior to implantation. Importantly, these studies support the idea that extracellular vesicles in the ULF have a biological role in conceptus-endometrial interactions important for the establishment and maintenance of pregnancy.

## Supporting Information

Table S1 **Result tables from Nano LC-MS/MS proteomic analysis of cyclic and pregnant ULF extracellular vesicles.**
(XLSX)

Figure S1 **Orthogonal sections of HEK-293 cells treated with labeled ULF extracellular vesicles.** Epifluorescent z-stack images of HEK-293 cells, counterstained with DAPI, and treated with extracellular vesicles labeled with PKH67 green fluorescent linker dye. Orthogonal sections demonstrate the presence labeled vesicles throughout the cell monolayer. Scale bar = 20 µm
(TIF)

Figure S2 **3D image of HEK-293 cells treated with labeled extracellular vesicles.** Scale bar = 20 µm
(TIF)

Video S1 **Rotating 3D image of HEK-293 cells treated with labeled ULF extracellular vesicles.**
(MP4)

How the deposited data were processed for this re-analysis (not part of the article)

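Small RNA of extracellular vesicles from ULF was sequenced in 1 library of pregnant and 1 library of cyclic day 14 ewes, each from RNA pooled from 4 ewes, with the Ion Torrent platform. The authors processed the reads with the small RNA workflow of CLC Genomics Workbench, whose version is not given in the sources used here. It kept sequences of 15 to 55 bp, compared them with the cattle miRNAs of miRBase release 19 and grouped them by mature miRNA with a minimum of 10 copies. The deposited table gives whole-number read counts per mature miRNA, not normalized by the authors, together with counts of exact matches and of reads assigned to 1 precursor only. The lowest listed count was 10 in both libraries, and 14 of the 134 listed counts rested on 1 to 9 exact matches besides other reads, so the minimum acted on the grouped count. The authors also deposited an annotation report per library, with numbers of reads, of distinct sequences and of mismatches, and a copy-number histogram in intervals of 500 copies for the pregnant and 200 for the cyclic library. A fold change in the authors' table is the ratio of the unnormalized counts, which held within 1e-06 for 53 of 53 miRNAs with both counts, and it was not used.

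From these counts the number of mature miRNAs per library, the share of reads annotated, the share of the 1 and the 10 most abundant miRNAs, and the ratio of the pregnant over the cyclic library were computed with Python 3.11.15, NumPy 2.4.6, pandas 2.3.3 and SciPy 1.17.1, and drawn with matplotlib 3.10.9. The mature miRNA counts added up to 2809 in the pregnant and 7921 in the cyclic library, at 119605 and 94735 reads. Another 252 and 396 mature reads of the reports did not reach the table. At these totals a miRNA of 10 copies has a wide interval, and the intervals cover counting error only. No test between the conditions was made, since each has 1 library, and no model was fitted. The plan written before the data were examined set a floor of 3 counts for a miRNA at 0. Because the table lists counts under 10 as 0, a bound of 9 copies was used in its place. A minimum of 1 or 5 copies could not be applied for the same reason.

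For each list of miRNAs the median log2 ratio was taken over members listed in both libraries, with an interval from Poisson draws of the counts, and set among 10000 random lists of the same size drawn from 4 bins of mean expression, where a list had at least 3 such members. The lists, written before the data were examined, were the let-7, miR-30, miR-29 and miR-15/16 families, the miR-17/92 clusters with their paralogs, the miR-23/27/24 clusters, the miRNAs of the RT-qPCR experiment, the cyclic-only miRNAs named in Fig. 5, miRNAs responsive to interferon and inflammation, and markers of epithelium, of stroma, smooth muscle and vessels, of erythroid cells, of leukocytes, of liver and of early ruminant embryos and trophoblast. miR-16a and miR-16b stand in the miR-15/16 and the erythroid list, miR-21 in the RT-qPCR and the inflammation list, and miR-223 in the RT-qPCR, Fig. 5 and leukocyte lists, so these lists are not independent of each other. The named miRNAs were those the paper names, the 10 most abundant of each library, the 10 largest ratios in each direction with at least 10 counts and an interval excluding 1, and up to 4 members of each list. 46 of the listed sequences met the first 3 parts of this rule.

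Alternatives to the scaling were all reads of the library, edgeR's TMM (version 4.0.16) and DESeq2's size factors (version 1.42.0) over the 53 miRNAs in both libraries, in R 4.3.3, and total counts without let-7a, let-7b and miR-21. Other alternatives were minimums of 20 and 50 copies, thinning of the cyclic library in 100 draws, grouping by miRNA name, and the second deposited table, which held the same counts for these 81 miRNAs. Scaling by annotated reads, setting list members at 9 copies and the intervals of list medians under the other scalings were added after the data were examined. The ratio calls were tested on 100 simulated pairs of libraries with the 81 miRNAs, of which 20 were changed, with counting error only. The same 20 were changed in each pair. At each fold and direction these were 3 with 50 or more cyclic copies and 2 with fewer, so the rates below hold for these miRNAs only. Of miRNAs with 50 or more copies in the cyclic library, all were recovered at 3-fold or 6-fold higher, 81.0% at 3-fold lower and 85.7% at 6-fold lower. Under 50 copies, 72.0% were recovered at 3-fold higher, all at 6-fold higher, none at 3-fold lower and 8.50% at 6-fold lower, since the minimum of 10 copies hides low counts of the shallower library. Among the 61 unchanged miRNAs a mean of 0.43 was called.

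The second table also holds 6 columns of a library that is not among the samples mapped here, and these were not used. The gene annotation of the sheep assembly ARS-UI_Ramb_v3.0 was used for gene names and neighbours only. It holds 106 miRNA genes, and 37 of the 80 miRNA names in the table have a sheep gene of the same name. No genome build is named for the deposited counts, so no coordinates are given. The RNA profiles, RT-PCR, RT-qPCR, proteomics and Western blots of the paper were not analysed here.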

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

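The tests of abundant unannotated sequences, of mismatches, of the spread within families and of shared reads were chosen after the results were seen. The simulations of equal composition were set up before their outcome was known.

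Some signals lie outside what the paper discusses. The most abundant unannotated sequence of the pregnant library had 14000 to 14499 copies, 11.7 to 12.1% of all its reads, and that of the cyclic library 6000 to 6199 copies, 6.33 to 6.54%. Their identity was not analysed here. Of the miRNAs that the paper does not name, 4 were higher in the pregnant library. The ratios were 3.95 for miR-99b, 3.00 for miR-23b, 2.63 for miR-92a and 2.31 for miR-9, each from fewer than 50 counts per library. At its 10 cyclic counts, miR-99b could be listed in both libraries only with a call of higher. In 1000 simulated pairs of libraries with equal composition and the same minimum of 10 copies, a mean of 0.493 miRNAs was called higher, against 5 observed, and 0.14 lower, against 2 observed. miRNAs under 10 copies in both libraries entered neither number. The simulated counts held counting error only, whereas the chi-square over its degrees of freedom of the real libraries was 4.21. How many calls repeated reads would give at equal composition therefore cannot be told from these numbers.

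The vesicles had 27 miRNAs listed for cyclic ewes only and 1 for pregnant ewes only, and the 27 may follow from the smaller number of mature miRNA reads in the pregnant library. In the simulated pairs of equal composition a median of 24 miRNAs (central 95% 19 to 29) was listed for the cyclic library only, or 26 (21 to 31) with each unlisted count set at 9 copies and 21 (16 to 26) at 0 copies, which leaves out 27. The pregnant-only miRNA goes less well with this explanation, since the simulated median was 0 (mean 0.051) and at least 1 was listed for the pregnant library only in 4.9% of the pairs, 6.2% at 9 copies and 4.3% at 0 copies. miR-223 had an interval below 1, but 6.9% of the simulated pairs held at least 1 such miRNA, so counting error stays open for it. Why the pregnant library gave fewer miRNA reads stays open, pregnancy included, since each condition has 1 library.

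The share of annotated reads was 3.14% in the pregnant and 10.8% in the cyclic library. A candidate explanation is that a few very abundant unannotated sequences diluted the pregnant library. Leaving out all 29 unannotated sequences of 500 or more copies from the pregnant library alone, at the highest copy number they can have, raised its share to 6.34% (95% interval 6.15 to 6.54%), still below the 10.6% lower limit of the cyclic library, so these sequences were not the whole cause. More mismatches to the cattle reference remain possible. Of the annotated reads 66.0% had 1 or 2 mismatches in the pregnant and 62.3% in the cyclic library, but reads with more mismatches are not shown in the reports, so this cannot be told apart from a difference between the conditions, which was not tested.

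Members of 1 family or cluster had ratios on either side of 1. miR-200c had a ratio 2.43 times that of miR-200b (95% interval 1.77 to 3.33) and 2.23 times that of miR-200a (1.57 to 3.16), and miR-23b 4.37 times that of its cluster partner miR-27b (2.20 to 8.66), quantities that no scaling changes. Counting error alone is argued against, since over the 53 miRNAs in both libraries the reads spread beyond random division (permutation test of the chi-square, p = 0.0001, the smallest that 10000 draws can give, comparing the libraries and not the conditions). Reads assigned to several members at once are argued against for miR-200a, miR-200b and miR-200c, of which 100% of the reads were assigned to 1 precursor only. This share does not show whether a read with a mismatch went to the right member. Wrong assignment stays open, since miR-200a and miR-200b had no exact match in either library, as held for 98 of the 134 listed counts. Repeated reads of the same molecules stay open, as does pregnancy, an untested hypothesis, since the chi-square over its degrees of freedom was 4.21 and 1 library per condition gives no way to tell such repeats from the condition, while the low value of the miR-29 family (0.0624) goes against repeats at 1 rate for all miRNAs but comes from 3 members and is the lowest of 7 families, and leaves open repeats that differ between miRNAs, and the low values of let-7 (0.815) and miR-15/16 (0.0839) decide nothing where near-identical members can share reads.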

How the results depend on the processing

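The alternatives of scaling by annotated reads and of list members at 9 copies, and the intervals of list medians under other scalings, were chosen after the data were examined. The second deposited table, run for the numbers of listed miRNAs, the numbers called higher and lower and the shares of the 1 and the 10 most abundant miRNAs, left these as they were, a filter of none removed no miRNA, and a minimum of 1 or 5 copies gave no value, since lower counts are listed as 0. No paired analysis was possible because each condition has 1 pooled library. The depth of the pregnant library limits mainly calls of lower for miRNAs under 50 copies in the cyclic library. In the simulations, 2 of these set 3-fold lower were never recovered, and 2 set 3-fold higher were recovered in 72.0%.

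Counted over distinct sequences in place of reads, the annotated share was 2.74% in the pregnant and 4.23% in the cyclic library, in the same direction. A minimum of 50 copies left 38 miRNAs in either library, 21 in both, 17 for cyclic ewes only, 21 in the pregnant and 38 in the cyclic library. The number for pregnant ewes only was 0 at minimums of 20 and 50 copies and by miRNA name, and 8 with the cyclic library thinned, where 6 were listed for cyclic ewes only and 52 in the cyclic library. By these settings the single pregnant-only miRNA depends on the minimum and the depth, and the cause was not tested further. Grouping by name pooled it with the other miR-423 sequence, so that setting says nothing on it alone. Among miRNAs listed in both libraries, the 10 most abundant took 49.7% of the cyclic counts.

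Relative to all reads, 0 miRNAs were higher and 58 lower in place of 5 and 2, and the ratios of miR-23b (0.843), miR-92a (0.739) and miR-9 (0.648) turned below 1. The construction of this scaling shows the cause, since it moves every log2 ratio by -1.83. Medians of the lists then were -1.85 for let-7, -1.77 for miR-30, -2.14 for miR-29, -1.58 for miR-23/27/24, -1.65 for the RT-qPCR set, -1.53 for epithelium, -1.45 for stroma, smooth muscle and vessels, -2.06 for erythroid cells and -2.34 for embryo and trophoblast. edgeR's TMM moved the log2 ratios by -0.16 (5 higher and 3 lower) and DESeq2's size factors by -0.22 (4 higher and 3 lower, miR-9 no longer called), with a median of -0.25 for let-7 and 0.026 for miR-23/27/24 under the latter. By sign, the miR-30 median turned below 0 with both and with at least 50 counts, and the RT-qPCR median with DESeq2's size factors and with at least 50 counts, each within the counting error interval. With at least 50 counts in either library 0 miRNAs were higher, as fewer miRNAs were tested.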

Differences from the paper's values

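The numbers of mature miRNAs in either library, in both, and in the cyclic or the pregnant library only were those the paper states at its minimum of 10 copies, and the unannotated shares of both libraries lay above the lower limit the paper gives. The paper gives that limit for 3 samples, of which 2 were analysed here.

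Some statements of the paper differ from the deposited values. The methods state fewer than 2 mismatches, whereas the reports count 2 mismatches in 11.3% of the annotated reads of the pregnant and 9.19% of the cyclic library. The legend of Fig. 5 applies the minimum of 10 copies to each sequence, whereas 14 of the 134 listed counts had 1 to 9 exact matches to the mature sequence among their reads and were listed by their grouped count. The discussion names miR-7e and miR-7f, while the table lists let-7e and let-7f and has no miRNA named miR-7. The RT-qPCR of Fig. 6 reports miR-18a in vesicles, while miR-18a is not in the table, which leaves it at no more than 9 copies in either library. Fig. 6 shows higher levels in vesicles from pregnant than from cyclic ewes for each miRNA drawn, whereas of its miRNAs in the sequencing data 2 had ratios below 1 among those listed in both libraries, miR-21 (0.803, 95% interval 0.656 to 0.977) and miR-19b (0.749, 0.497 to 1.10), and miR-223 was lower (ratio at most 0.453). let-7a (1.13) and miR-125a (1.96) had ratios above 1, as did both miR-423 sequences, but let-7a had one below 1 under DESeq2's size factors (0.971), and relative to all reads the ratios of let-7a (0.319), miR-125a (0.551) and the miR-423 sequence listed in both libraries (0.383) lay below 1. let-7d (ratio at most 1.02, 0.417 to 2.25) and miR-214 (at most 1.27, 0.509 to 2.92) were listed for cyclic ewes only, and their direction could not be told. The paper's text states no difference between vesicles of pregnant and cyclic ewes in Fig. 6, and the order given here was read from the drawing without its values. Fig. 6 is another assay with another reference, and the cause was not tested.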

Other observations

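The tests of families, of pairs of miRNAs and of the last base of the miRNAs, and the medians with members at 9 copies, were chosen after the data were examined.

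Of the miRNAs of the RT-qPCR experiment, a set the study chose on these samples and so no independent evidence, 5 rows were listed in both libraries, with a median log2 ratio of 0.18 (counting error interval -0.29 to 0.38) at percentile 54.6 of the matched random lists. The median turned below 0 with DESeq2's size factors (-0.04) and with at least 50 counts in either library (-0.07). Among these 5 rows miR-125a, with 112 and 161 counts, had the ratio farthest from 1 relative to total mature miRNA counts (1.96). Relative to all reads its ratio (0.551) was the nearest to 1 of the 5. Of the miR-17/92 clusters and their paralogs, miRNAs of cell proliferation, 7 were listed and 5 of these only for cyclic ewes. At an equal share of the counts these 5 would have 3.55 to 8.51 copies in the pregnant library, so their direction could not be told. miR-92a was higher in the pregnant library. Its cluster mate miR-19b had 34 counts in the pregnant and 128 in the cyclic library, and the ratio of miR-92a was 3.51 times that of miR-19b (95% interval 1.41 to 8.62). Of the miR-15/16 family 4 were listed, none was called, and miR-16a (0.910, 0.650 to 1.26) and miR-16b (0.854, 0.621 to 1.16) had ratios below 1. The 14 cyclic-only miRNAs named in Fig. 5 are a set chosen for being unlisted in the pregnant library, so no median was taken. With 9 copies as the bound, an interval below 1 relative to total mature miRNA counts was out of reach for miRNAs with under 52 cyclic counts, as each but miR-223 had, so that the call of miR-223 alone says nothing on the other 13.

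Among markers of other cells, 2 leukocyte miRNAs were listed. miR-223 was lower and miR-342, with 41 and 83 counts, had a ratio of 1.39 (0.934 to 2.05). The erythroid miRNAs had a median log2 ratio of -0.23 (-0.72 to 0.02) at percentile 18.6 of the matched lists. Those of epithelium had a median of 0.31 (-0.24 to 0.58) at percentile 78.8 over the 5 members listed in both libraries. This leaves out miR-141, miR-34c and miR-429, which were listed for cyclic ewes only, and with these set at 9 copies the median over all 8 members was at most 0.0090. Those of stroma, smooth muscle and vessels had a median of 0.39 (-0.07 to 0.70) at percentile 84.7 over the 4 members in both libraries, and of at most 0.41 over all 8 with the others at 9 copies. Likewise the let-7 median was at most 0.0069 over all 8 members. Of the 4 stromal members in both libraries, the minimum of 10 copies by itself kept miR-99a and miR-221 above 1 relative to total mature miRNA counts. The let-7, miR-30, miR-29 and miR-23/27/24 medians lay at percentiles 44.5, 45.4, 7.21 and 57.3. The liver miRNA miR-122 was not in the table. Of the miRNAs responsive to interferon and inflammation only miR-21 was listed, with a ratio of 0.803 (0.656 to 0.977). miR-146a, miR-146b and miR-155 were at most 9 copies in either library. The 3 listed of the 13 miRNAs of early embryos and trophoblast had a median of -0.50 (-0.84 to 0.03) at percentile 4.82, the lowest of the 9 lists so compared. With 3 members, the median of this list is the log2 ratio of miR-1246 alone, and the tissue of origin was not tested. With edgeR's TMM and DESeq2's size factors the interval of this list (-0.66, -0.99 to -0.13, and -0.73, -1.06 to -0.19) and of the erythroid list (-0.38, -0.87 to -0.14, and -0.45, -0.94 to -0.21) lay below 0, as both move every log2 ratio down, and so it did with annotated reads (-0.55, -0.88 to -0.02, and -0.27, -0.77 to -0.03).

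In a comparison of 7 families, no spread beyond random division was detectable for the reads of the let-7 (chi-square over its degrees of freedom 0.815), miR-29 (0.0624) and miR-15/16 (0.0839) families. Near-identical members of let-7 and of miR-15/16 can share reads, whereas all reads of miR-29a and miR-29c were assigned to 1 precursor only. The miR-200 (19.8), miR-17/92 (9.73) and miR-23/27/24 (6.25) families spread more, with Benjamini-Hochberg adjusted p of 0.0007, 0.00653 and 0.00105 from permutation tests that compare the libraries. For the miR-30 family the value was 2.46, with an adjusted p of 0.0788. In the sheep annotation MIR200A and MIR200B are neighbours with no gene between them, while MIR200C lies on another chromosome. miR-141, the cluster partner of miR-200c, was listed for cyclic ewes only (ratio at most 0.590, 0.253 to 1.23), unlike miR-200c with a ratio of 1.59. miR-141 and miR-429 did not enter the family comparison, and a link between gene position and ratio was not tested. The ratio of miR-200a was 1.09 times that of miR-200b (95% interval 0.769 to 1.54). The pair of miR-423 sequences had ratios that differed by a factor of at least 3.21 (1.01 to 10.4 at the bound), with an adjusted p of 0.0544 over 10 such contrasts by Fisher's exact test.

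Few reads matched a mature miRNA exactly, and whether they did depended on the last base of the miRNA. Exact matches made up 11.0% of the mature miRNA counts in the pregnant and 9.80% in the cyclic library, and 98 of the 134 listed counts had none. In the reports 74.0% and 74.3% of the reads in the mature 5′ class were variants with a changed base. Of the 18 mature sequences that end in A, 16 had an exact match in 1 or both libraries, among them miR-200c, miR-125b and miR-223, against 7 of the 63 that end in another base and 2 of the 36 that end in T, such as let-7b (Fisher's exact test, two-sided, p = 9e-10). Exact matches made up 50.7% of the counts of the sequences ending in A in the pregnant and 43.8% in the cyclic library, and 2.26% and 2.08% of the counts of the others. A hypothesis is that the reads carry an A at their last position that does not stem from the miRNA, which may turn a perfect match of most miRNAs into 1 mismatch. The read sequences that would test this were not analysed here.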
